# Evolution of H3K27me3-marked chromatin is linked to gene expression evolution and to patterns of gene duplication and diversification

**DOI:** 10.1101/gr.162008.113

**Published:** 2014-07

**Authors:** Robert K. Arthur, Lijia Ma, Matthew Slattery, Rebecca F. Spokony, Alexander Ostapenko, Nicolas Nègre, Kevin P. White

## Abstract

Histone modifications are critical for the regulation of gene expression, cell type specification, and differentiation. However, evolutionary patterns of key modifications that regulate gene expression in differentiating organisms have not been examined. Here we mapped the genomic locations of the repressive mark histone 3 lysine 27 trimethylation (H3K27me3) in four species of *Drosophila,* and compared these patterns to those in *C. elegans*. We found that patterns of H3K27me3 are highly conserved across species, but conservation is substantially weaker among duplicated genes. We further discovered that retropositions are associated with greater evolutionary changes in H3K27me3 and gene expression than tandem duplications, indicating that local chromatin constraints influence duplicated gene evolution. These changes are also associated with concomitant evolution of gene expression. Our findings reveal the strong conservation of genomic architecture governed by an epigenetic mark across distantly related species and the importance of gene duplication in generating novel H3K27me3 profiles.

While transcriptional regulation has long been recognized as a significant target of evolutionary change (King and Wilson 1975), the specific mechanisms behind regulatory divergence have been difficult to dissect (Carroll 2008). In most cases, research has focused on recognizable *cis*-elements where transcription factors bind in a sequence-specific manner (Borneman et al. 2007; Bradley et al. 2010; Dowell 2010; Ni et al. 2012). Changes to either a transcription factor’s DNA-binding properties or transcription factor binding sites (TFBS) enable the evolution of differential regulation, and numerous examples of this phenomenon have been observed (Ludwig et al. 2005; Shultzaberger et al. 2012).

Whereas changes in *cis*-regulatory elements have been implicated in phenotypic and specifically morphological changes (Carroll 2008; Stern and Orgogozo 2008), other components of transcriptional regulation such as the chromatin environment have been scarcely explored (Lenhard et al. 2012). Histone modifications, which are chemical alterations of the histone spools upon which DNA is threaded, constitute one of the best-described elements of chromatin state (Zhou et al. 2011). These modifications can act directly or indirectly (through recruited enzymes) to alter DNA accessibility, thereby controlling other DNA–protein interactions (Campos and Reinberg 2009). Unlike TFBSs, however, histone modifications are not necessarily easily localizable to particular sequence elements, making their evolution difficult to study (Delest et al. 2012).

Histone 3 lysine 27 trimethylation (H3K27me3) is one of the best-known histone modifications, in terms of both its biogenesis and effects. H3K27me3 is associated with complex *cis*-regulatory elements called Polycomb Response Elements (PREs) (Delest et al. 2012). Unlike TFBSs, PREs are compound regulatory elements composed of multiple, sometimes partially redundant, sequence elements (Delest et al. 2012). Although the exact biochemical binding site composition and structural constraints upon PREs are not completely resolved, a group of coordinately binding proteins called Polycomb group (PcG) factors recruit Polycomb Repressive Complexes, which are necessary to deposit and maintain H3K27me3 and have been associated genome wide with H3K27me3 domains (Lanzuolo and Orlando 2012).

The effect of H3K27me3 is unambiguously and strongly repressive (Filion et al. 2010; Kharchenko et al. 2011; Li et al. 2014). H3K27me3-associated loci have been proposed to congregate in silenced foci called Polycomb factories, which inhibit transcription by preventing access to RNA polymerase II and other *trans*-factors (Bantignies et al. 2011; Sexton et al. 2012). This repressive state is both temporally and spatially dynamic (Akkers et al. 2009; Filion et al. 2010; Kharchenko et al. 2011; Nègre et al. 2011).

Accordingly, the PcG proteins and H3K27me3 have been shown to be necessary for differentiation and maintenance of cell type identity in organisms across eukaryotes (Bernstein et al. 2006; Feng and Jacobsen 2011). Dysregulation of H3K27me3 has also been implicated in the genesis and progression of cancer (Chi et al. 2010; Ellinger et al. 2012). These results indicate that H3K27me3 plays a role in the creation and maintenance of cell type-specific programs of transcriptional control for a wide variety of species and cell fates.

Given its close association with the process of differentiation, the extent to which H3K27me3 domains are conserved across species is of great interest (Shubin et al. 2009; Cain et al. 2011). We sought to examine the rate of evolutionary change in H3K27me3 between four species of the well-characterized *Drosophila* clade, the mechanisms by which such change might occur, and the possible consequences of H3K27me3 evolution for nearby gene expression.

In order to investigate the evolution of H3K27me3 patterns across the genome, we performed chromatin immunoprecipitation followed by sequencing (ChIP-seq) for H3K27me3 in four species, *D. melanogaster*, *D. simulans*, *D. yakuba*, and *D. pseudoobscura*, with divergence times ranging from less than 5 million years (Myr) to more than 35 Myr (Tamura et al. 2004; Obbard et al. 2012). To determine whether and how H3K27me3 changes might alter gene expression, we also performed RNA sequencing (RNA-seq) in all species. For all analyses we used white prepupae for ease of developmental synchronization between species and because there has been extensive previous work characterizing genome-wide regulatory evolution at this developmental stage (Rifkin et al. 2003; Gu et al. 2004; Ni et al. 2012). We find that for single-copy orthologous genes, H3K27me3 signal is strongly conserved in even distantly related species. However, duplicated gene orthologs exhibit much greater divergence in H3K27me3. Moreover, different kinds of duplicates appear to have very different rates of H3K27me3 and expression divergence, indicating functional distinctions in the epigenetic consequences of different gene duplication mechanisms.

## Results

### Evolutionary stasis of H3K27me3 levels across single-copy genes in *Drosophila*

We examined H3K27me3 signal at the white prepupal stage of development, a tightly defined, 20-min window at the beginning of pupariation. Two biological replicates were collected for each experiment and one control. H3K27me3 presents unique challenges for ChIP-seq analysis. Unlike transcription factors and certain other histone modifications, H3K27me3 forms broad patterns of enrichment that are of indeterminate length (genome-wide analysis has shown these to be up to ∼100 kb in *Drosophila*) (Papp and Müller 2006; Kharchenko et al. 2011; Nègre et al. 2011), and therefore simple peak-based analysis is not a suitable analysis method (Xiao et al. 2012). Because of the many distinct cell types of a *Drosophila* puparium, it is also not appropriate to treat H3K27me3 as a binary modification of chromatin (Zang et al. 2009). Therefore we chose to analyze the data quantitatively, using the number of sequence reads falling within prespecified intervals (e.g., the exons of a gene) as an indication of the overall level of H3K27me3 signal within a region (Supplemental Fig. S1). This measure is both highly correlated between biological replicates (Supplemental Fig. S2) and robustly anticorrelated with gene expression (Supplemental Fig. S3), suggesting that the metric is biologically meaningful. Using the modENCODE-curated list of orthologous genes in *Drosophila* (AP Boyle, CL Araya, C Brdlik, P Cayting, C Cheng, Y Cheng, K Gardner, L Hillier, J Janette, L Jiang, et al., in prep.), we directly compared each gene in the *melanogaster* genome to its ortholog in *D. simulans*, *D. yakuba*, and *D. pseudoobscura* (abbreviated Sim, Yak, and Pse). In total, we compared 12,017 orthologs from *D. melanogaster* to *D. simulans*; 11,018 from *D. melanogaster* to *D. yakuba*; and 11,881 from *D. melanogaster* to *D. pseudoobscura*.

Overall we found high conservation of H3K27me3 signal between *Drosophila* genomes, ranging from Spearman correlation coefficients (SCC) of 0.78 to 0.88 (Fig. 1A; a representative locus is depicted in Supplemental Fig. S4). Given that any two pairs of biological replicate experiments show a SCC of ∼0.95 (Supplemental Fig. S2), the observed between-species correlations indicate relatively slow evolutionary change for H3K27me3 patterns across the genome. Simulations showed that a relatively small level of ortholog misidentification or misannotation error (10%–20%; similar to published estimates) (Chen et al. 2007; Creevey et al. 2011) is sufficient to explain the observed decrease in correlation between species relative to the technical variation within species. Notably, we do not see evidence for a linearly decreasing trend of conservation over phylogenetic distance within the three examined pairwise comparisons (Fig. 1B), in contrast to what has been observed for transcription factor binding sites in similarly low numbers of species (Dowell 2010; He et al. 2011; Ni et al. 2012).

**Figure 1.**
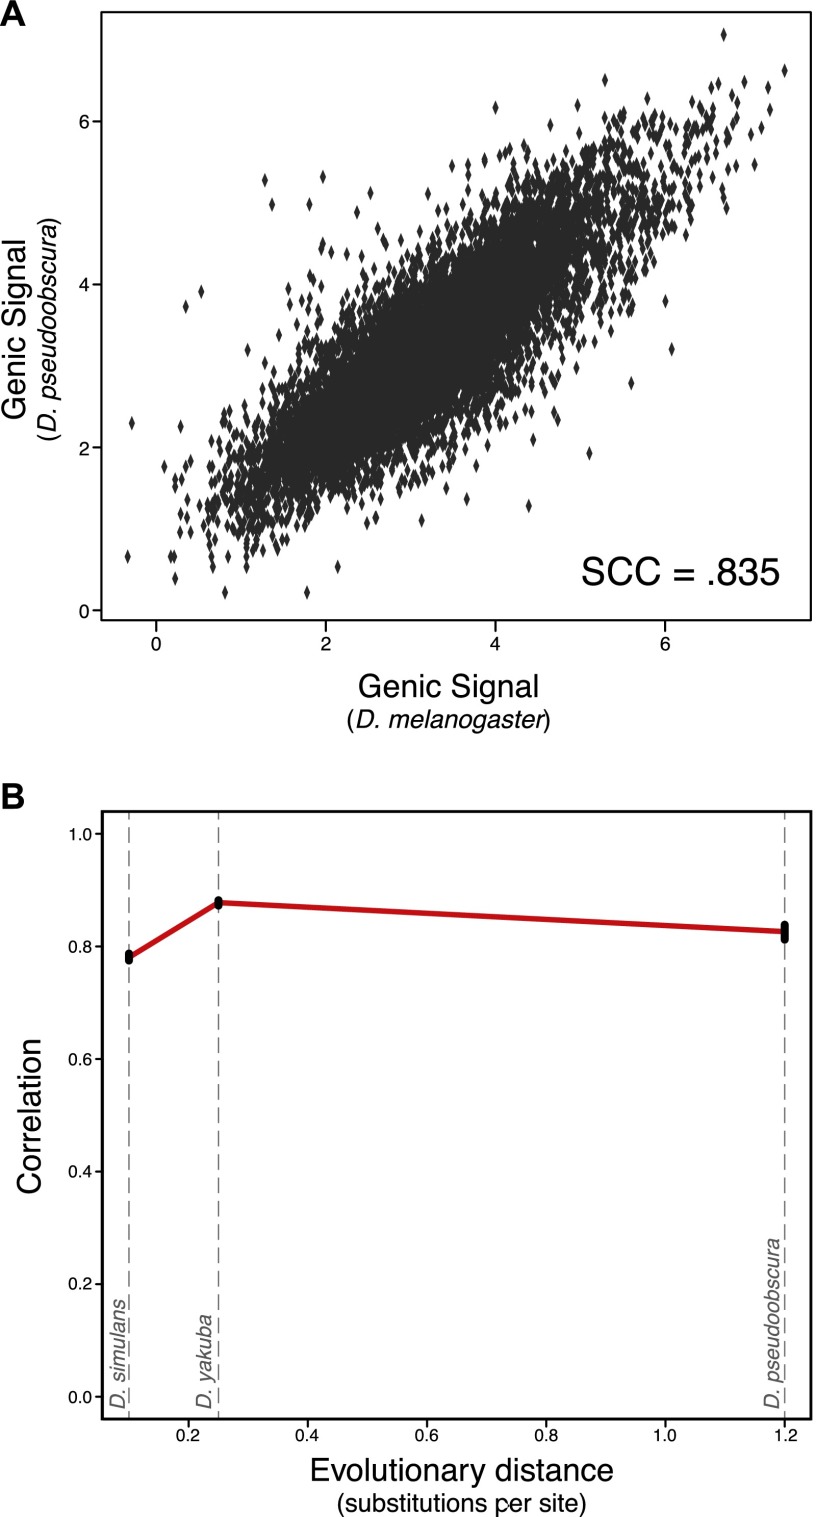
Strong conservation of H3K27me3 in *Drosophila* orthologs. (*A*) Example graph of orthologous gene conservation for the comparison of *melanogaster* to *pseudoobscura*. Each dot is a single-copy orthologous gene pair, and the position on the *x*-axis represents the log *melanogaster* genic signal (see Methods), while the *y*-axis represents the log *pseudoobscura* genic signal; each is the mean of two experiments. The overall rank correlation coefficient between species is 0.835. (*B*) Overall trend of single-copy ortholog conservation within *Drosophila*. Each point is the Spearman rank correlation of one pairwise between-species comparison, plotted against the evolutionary distance from *Drosophila melanogaster* (in substitutions per neutral site). Black bars represent bootstrapped 95% confidence intervals. From *left* to *right* the species are *D. simulans* (SCC = 0.781), *D. yakuba* (SCC = 0.878), and *D. pseudoobscura* (SCC = 0.835).

Fold change in H3K27me3 of single-copy orthologs showed a weak correlation with accelerated sequence evolution. For example, change in H3K27me3 is positively associated with elevated *d*_N_/*d*_S_ (SCC = 0.045, permutation test, *P* < 10^−5^) in a comparison of *D. melanogaster* and *D. simulans*. These results are consistent with observations of mammalian stem cells (Xiao et al. 2012). Surprisingly, there is no strong correlation between change in H3K27me3 signal and change in gene expression among single-copy orthologous genes (SCC: Sim: 0.06; Yak: 0.043; Pse: −0.027). As noted above, this observation is consistent with most differences between single-copy orthologs being a result of technical variation. Alternatively, differences in H3K27me3 signal might be compensated for by other mechanisms of transcriptional regulation, resulting in little ultimate difference in gene expression.

### Conservation of H3K27me3 between *Drosophila* and *Caenorhabditis* orthologs

Given the extremely high conservation of the H3K27me3 epigenetic mark between *Drosophila* orthologs, we investigated whether H3K27me3 signal is conserved at greater phylogenetic distances. We chose to examine pairwise conservation between *D. melanogaster* and the nematode worm *Caenorhabditis elegans* (abbreviated Cel), whose most recent common ancestor dates to the Cambrian divergence (>500 Myr) (Nei et al. 2001). We compared our *D. melanogaster* prepupal data with corresponding H3K27me3 data generated by the modENCODE Consortium at the L3 stage in worms (results were similar when comparing embryonic stages as well; Supplemental Fig. S5). There were a total of 3157 single-copy orthologs between these two species.

We found substantial evidence of H3K27me3 conservation between these two highly diverged species (Fig. 2A) (SCC = 0.487); H3K27me3 is nearly as conserved as gene expression for these genes (SCC = 0.497). Assuming the lowest observed rate of loss in correlation observed within *Drosophila* and a linear relationship between divergence time and loss of correlation, one would expect no significant correlation given the phylogenetic distance separating worm and fly. H3K27me3 has previously been compared between cell lines from human, mouse, and pig, three species separated by 50–100 million years (Xiao et al. 2012). To our knowledge this is the first study to show significant conservation of an epigenetic mark between species as diverged as *D. melanogaster* and *C. elegans*. There is a moderate, significant negative correlation between gain of H3K27me3 and loss of expression (Fig. 2B) (SCC = −0.263). This result stands in contrast to the relative lack of correlation between expression change and H3K27me3 change within *Drosophila*, and may be a consequence of greater fold change when comparing *D. melanogaster*–*C. elegans* (median, absolute log_2_ fold change: 0.699) than *D. melanogaster* with, for example, *D. pseudoobscura* (median, absolute log_2_ fold change: 0.469).

**Figure 2.**
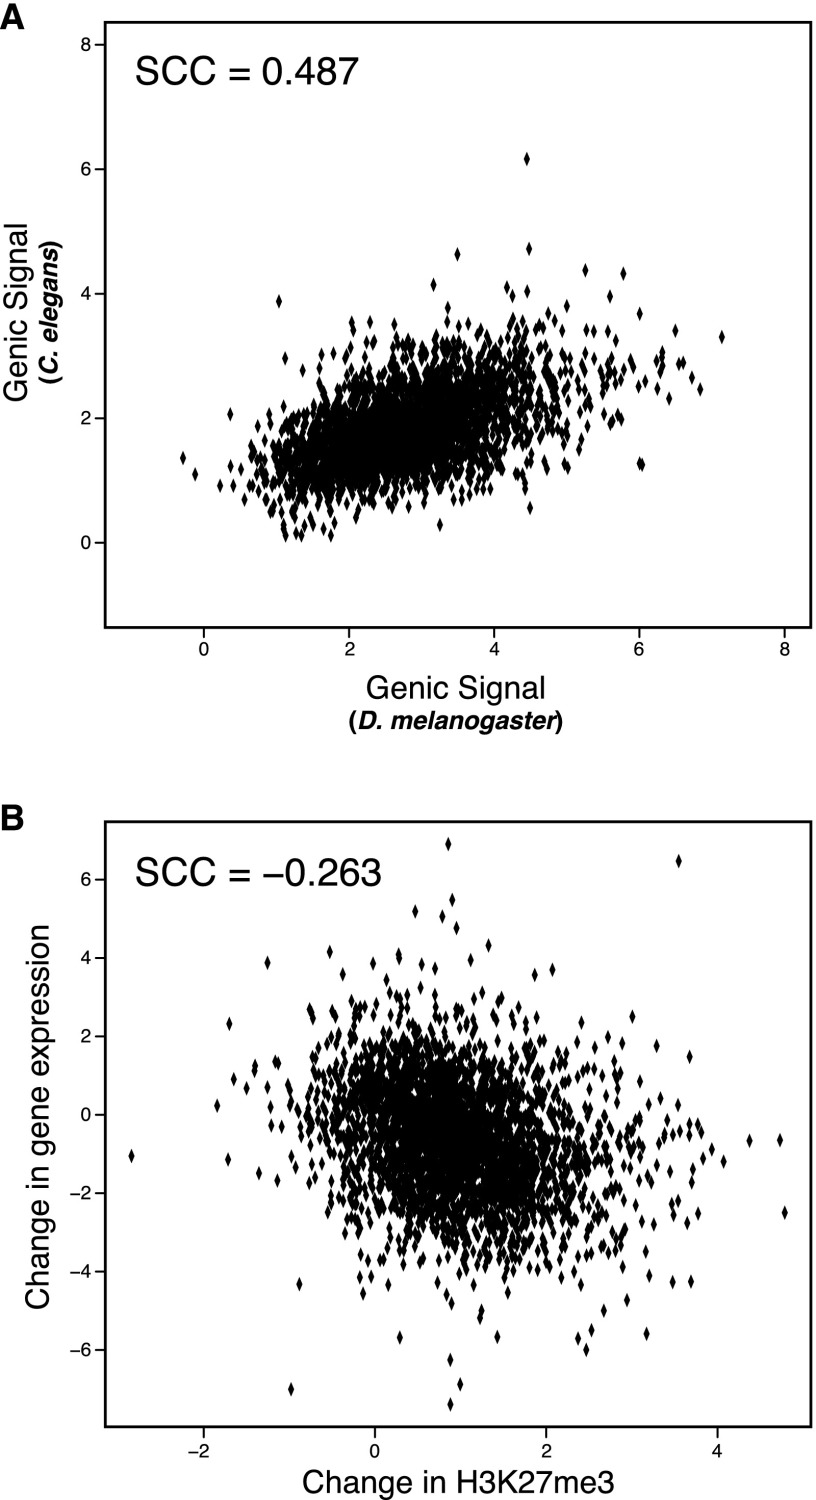
Conservation of H3K27me3 extends to *Caenorhabditis elegans*. (*A*) Substantial conservation of H3K27me3 between *D. melanogaster* and *C. elegans*. As in Figure 1A, each dot represents a gene, with the *x*-axis position corresponding to log H3K27me3 signal in *D. melanogaster* and the *y*-axis position corresponding to log H3K27me3 signal in *C. elegans*. The Spearman correlation coefficient is 0.487 between them. (*B*) Change in H3K27me3 levels is associated with changes in gene expression. Each dot is an individual single-copy orthologous gene, where the *x*-axis is the change in log H3K27me3 and the *y*-axis is the change in log expression. The overall Spearman correlation coefficient is −0.263.

### Evolution of H3K27me3 is more rapid in gene duplicates

Next we sought to examine how H3K27me3 signal might vary in the aftermath of gene duplication events. Gene duplication has been found to be a significant driver of regulatory and gene expression divergence in other interspecific comparisons (Gu et al. 2004; Kaessmann et al. 2009). While we found above that H3K27me3 is highly conserved among single-copy orthologs, we hypothesized that gene duplication might allow the creation of novel H3K27me3 regulation among duplicated gene orthologs. We therefore compared H3K27me3 levels for each newly duplicated gene to its corresponding single-copy ortholog in another genome (see Supplemental Fig. S6).

Because duplicated genes tend to share substantial nucleotide similarity, it is possible that some ChIP-seq reads might have difficulty mapping accurately to paralogs, either by mapping to the wrong paralog or failing to map uniquely and thus being discarded. To investigate the extent of this issue, we performed read simulation studies (Huang et al. 2012) which showed that most paralogs are accurately mappable, and we excluded from further analysis those genes that are not mappable (see Supplemental Methods; Supplemental Fig. S7). As a further precaution, we also performed read mapping in which up to two valid alignments are accepted for the pairwise comparison of *D. melanogaster* to *D. yakuba*; all results remained significant.

To call individual genes, either duplicated or single-copy orthologs, as significantly diverged in H3K27me3 signal (relative to the orthologous copy in the other genome), we quantified the degree of H3K27me3 divergence and compared to a permutation-based null (see Supplemental Methods). Significantly evolved genes (FDR of 0.05) showed greater absolute differences in expression between species (Permutation test: Sim: *P* = 0.11; Yak: *P* < 10^−5^; Pse: *P* < 10^−5^), and higher *d*_N_/*d*_S_ (Permutation test: Sim: *P* < 10^−5^).

H3K27me3 conservation differs systematically depending upon the occurrence of gene duplications. Duplicated gene orthologs generally have lower conservation of H3K27me3 signal, relative to the single-copy orthologs (Fig. 3A–C) (this is true even after accounting for differences in number of duplicated vs. single-copy orthologs). In each species comparison, duplicated genes constitute three to four times more of the H3K27me3-diverged set than expected based on their overall frequency in the compared genomes (Table 1) (Fisher’s exact test: Sim: *P* = 3 × 10^−12^; Yak: *P* < 2.2 × 10^−16^; Pse: *P* = 6.9 × 10^−11^). Based on these results, we infer that H3K27me3 signal is more labile following gene duplication events.

**Figure 3.**
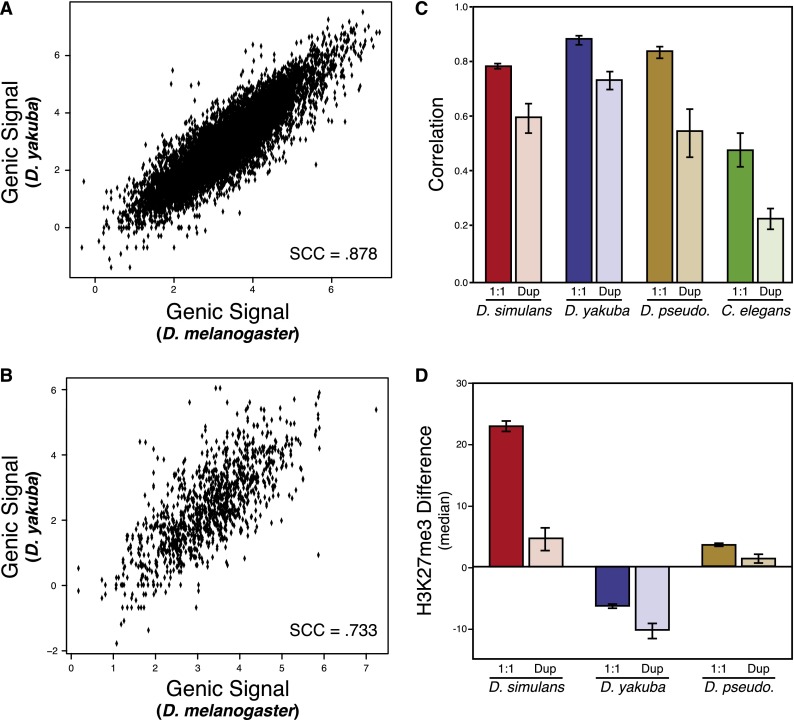
Duplicated genes have less conserved H3K27me3 signal. (*A*) As in Figure 1A, single-copy orthologous gene H3K27me3 conservation between *melanogaster* and *yakuba*. (*B*) As in *A* and Figure 1A, but depicting duplicated gene orthologs. (*C*) Overall pattern of H3K27me3 conservation in different gene sets. Each pair of bars represents one species comparison; bars on the *left* are the correlation coefficient of single-copy orthologs; on the *right*, the correlation coefficient of duplicated gene orthologs. Each bar represents a single pairwise comparison’s Spearman rho, compared against *Drosophila melanogaster*: (red) *simulans*; (purple) *yakuba*; (brown) *pseudoobscura*; (green) *C. elegans*. Overall correlation decreases in each case. Lines are 95% bootstrapped confidence intervals for each correlation; we account for the differences in sample size (single-copy orthologs are more common than duplicated gene orthologs) by resampling the number of duplicated gene orthologs in each case. (*D*) Duplicated gene orthologs are more likely to lose H3K27me3. Each pair of barplots is one species (*simulans*, *yakuba*, *pseudoobscura*); the *left* in each pair is the median H3K27me3 change in duplicated genes relative to the single gene in the other genome; while the *right* is the median in single-copy orthologs. Each pair shows that duplicated genes are biased toward the loss of H3K27me3 signal. For each pair (by permutation test): *simulans*, *P* < 10^−5^; *yakuba*, *P* < 10^−5^; and *pseudoobscura*, *P* < 10^−5^.

**Table 1.**
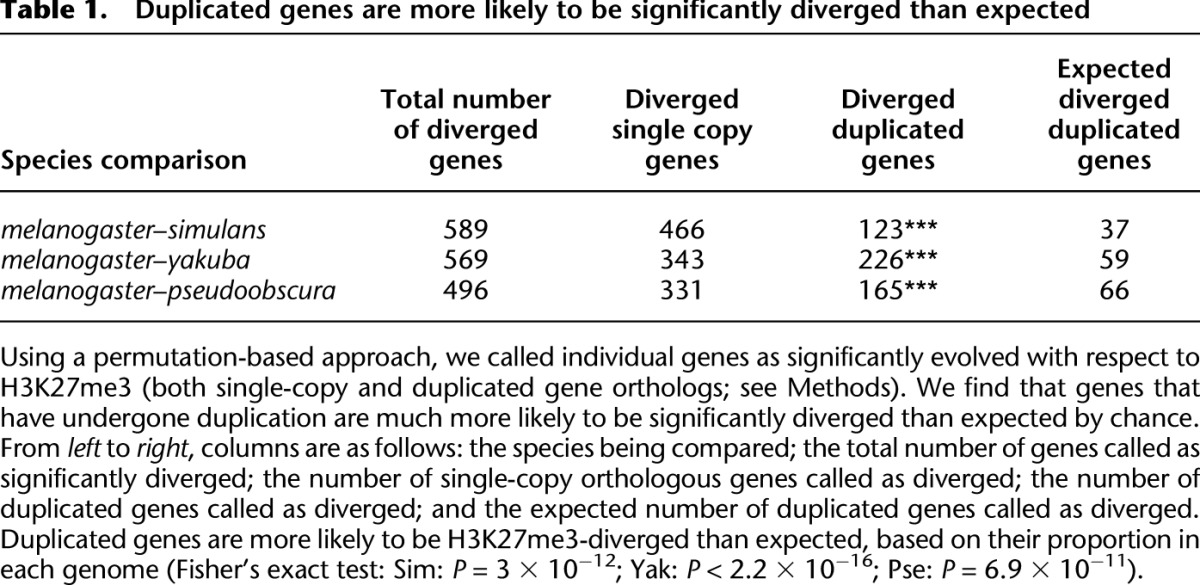
Duplicated genes are more likely to be significantly diverged than expected

While duplicated gene orthologs tended to have less confidence in orthology assignment, we did not find a significant association between ortholog bootstrap confidence and magnitude of change in H3K27me3, indicating that poor ortholog identification is not responsible for the observed trend (Supplemental Fig. S8). In addition, excluding large ortholog families that had experienced many duplications did not change the trend significantly (Supplemental Fig. S9). To further verify that read mismapping within paralogs was not the cause of our results, we analyzed the promoters of each orthologous gene similarly. Because promoter sequences evolve more rapidly than exonic sequence, promoters should suffer less from read mismapping. We found that, as with exonic H3K27me3 signal, promoters’ methylation signal conservation was less for duplicated gene orthologs than for single-copy orthologs (Supplemental Fig. S10).

While change in H3K27me3 was associated with accelerated sequence evolution in single-copy orthologs, this effect was much more pronounced in duplicated gene orthologs (SCC = 0.099 for duplicated genes vs. SCC = 0.045 for single-copy orthologs; this difference is significant [by bootstrap, *P* < 0.05]). Similarly, duplicated gene orthologs showed stronger correlations between gain of H3K27me3 and loss of expression (Permutation test: Sim, *P* < 10^−4^; Yak, *P* < 10^−4^; Pse, *P* < 10^−4^). The more robust associations of H3K27me3 evolution, gene expression evolution, and *d*_N_/*d*_S_ in duplicated gene orthologs may indicate a tighter relationship between H3K27me3 evolution and neofunctionalization in duplicated genes than in single-copy orthologs.

Comparing duplicated genes to each other (rather than orthologous genes in another genome), we found that duplicated gene paralogs are tightly correlated in the direction and magnitude of H3K27me3 evolution after a duplication event. Evolution of H3K27me3 in duplicated gene paralogs showed significant positive correlations, indicating that both duplicates tended to undergo similar epigenetic changes after their duplication (Sim: 0.264, Yak: 0.362, Pse: 0.348, Cel: 0.447). The positive correlation indicates that the duplication event allows not only the new gene to alter its epigenetic state, but also the parent.

The median H3K27me3 change for duplicated orthologs is significantly lower than single-copy orthologous gene H3K27me3 differences in all cases (Fig. 3D), indicating an overall loss of H3K27me3 following duplication (Permutation test: Sim, *P* < 10^−5^; Yak, *P* < 10^−5^; Pse, *P* < 10^−5^). However, we observed that there were significant positive correlations between gene duplicate age and evolutionary change of H3K27me3 levels, indicating that gene duplicates regain lost H3K27me3 signal as they age (SCC: Yak: 0.109, *P* < 10^−5^; Pse: 0.064, *P* = 0.015). The loss of H3K27me3 was also related to an average increase in expression of both duplicates (Permutation test: Sim, *P* < 10^−5^; Yak, *P* < 10^−5^; Pse, *P* < 10^−5^). We examined expression patterns in newly duplicated genes using the Berkeley *Drosophila* Genome Project’s in situ database (Tomancak et al. 2002) and found that such genes are enriched for tissue-specific expression (Fisher’s exact test, *P* = 0.0006). Since these recent duplicates generally lose H3K27me3, our results imply that such genes may acquire tissue specificity through DNA-binding *trans*-regulators.

A notable exception to this pattern is the gene *Zeus* (FBgn0032089; also called *Rcd-1r*). 

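In D. melanogaster white prepupae Zeus (Rcd-1r, FBgn0032089) was expressed at a low level, with an FPKM of 3.67 and Cufflinks bounds of 2.59 and 4.75. CAF40 (Rcd-1, FBgn0031047), a subunit of the CCR4-NOT deadenylase complex, stood at an FPKM of 58.5 with bounds of 54.7 and 62.3. The FPKM of CAF40 was 16.0 times that of Zeus (95% interval 11.9 to 21.95, exact binomial on 943 and 46 implied reads, counting error only). Of all genes listed in this library, Zeus lay at the 39.5th percentile and CAF40 at the 85.5th. The library is of whole animals, whose sexes are not given in the sources used here, and their tissues were not separated. The ratio therefore does not tell whether Zeus is low in the tissues that express it, and its relation to H3K27me3 was not tested.
Zeus lies on chromosome 2L of dm3 from 9012885 to 9014070, and its annotation is a protein-coding gene of 1 exon on the minus strand. This single exon falls within the locus of CG13102, which runs on the plus strand from 9012193 to 9014149 and had an FPKM of 58.3. CG9568 ends 1527 bp before Zeus, at 9011358, and had an FPKM of 165.9. CAF40 lies on chromosome X from 19532913 to 19534779, on the plus strand, and its transcripts have 5 or 6 exons. On its left e(y)3, which encodes a transcription co-activator, had an FPKM of 4.01, and on its right CG12237 had an FPKM of 4.51. Only the loci of Zeus and CG13102 were compared, and whether their exons overlap was not checked. The strand of the reads is not given in the sources used here, so where exons of both overlap their reads cannot be told apart.

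**Figure D1:**
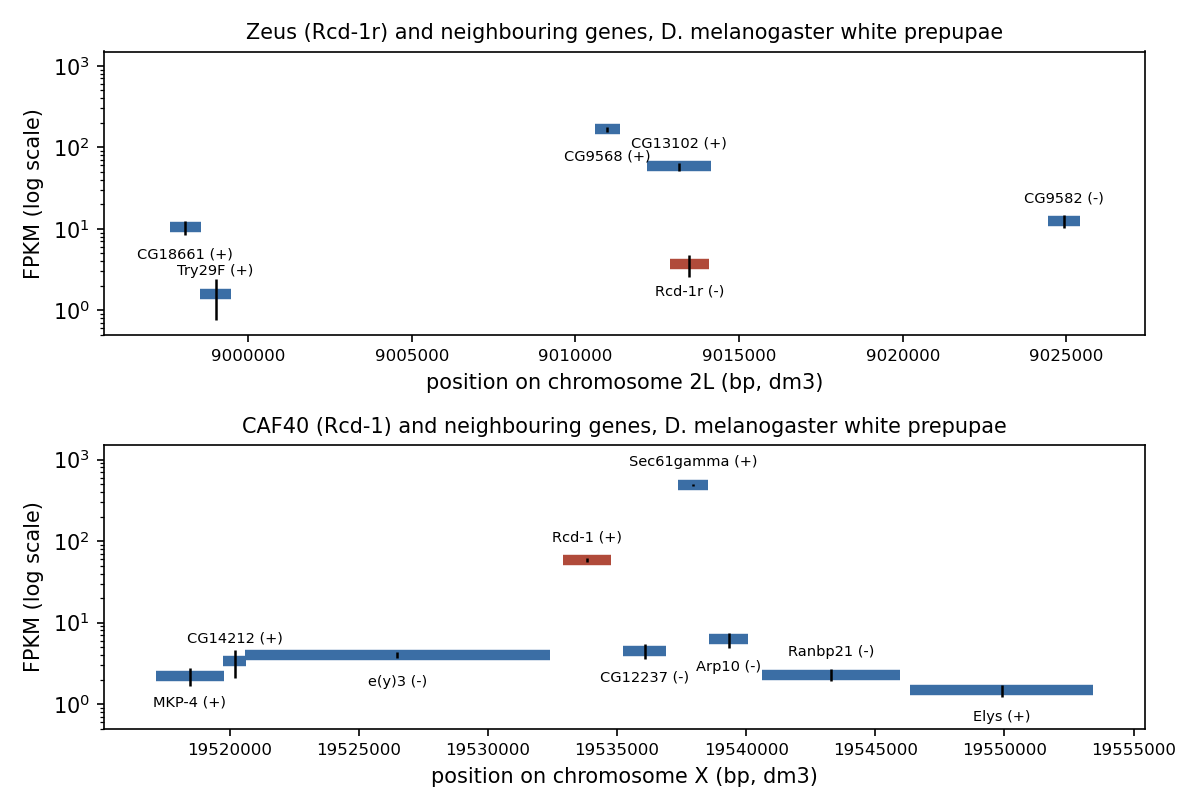
FPKM on a log scale of Zeus (top) and CAF40 (bottom), in red, and of the genes within 15 kb of each, in blue, against position in dm3 in D. melanogaster white prepupae. Horizontal bars span each locus, vertical lines are Cufflinks' bounds and the sign is the annotated strand; Zeus at 3.67 lies below the overlapping CG13102 at 58.3, and CAF40 at 58.5 lies above e(y)3 and CG12237.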

Previously, *Zeus* has been shown to be a recent duplicate of *CAF40* (FBgn0031047; also called *Rcd-1*), which has acquired an essential role in gonadal development (Chen et al. 2012). *Zeus* duplicated sometime before the common ancestor of *D. melanogaster* and *D. simulans*; it is not present in *D. yakuba*. *Zeus* has acquired a substantial increase in H3K27me3 in *D. melanogaster* relative to both its paralog, *CAF40*, and the location into which it duplicated in the *D. yakuba* genome (Fig. 4).

**Figure 4.**
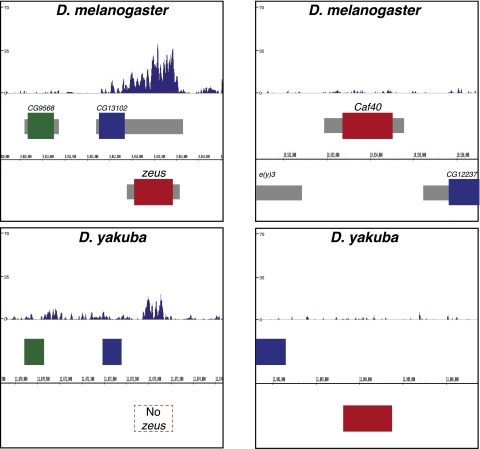
The novel gene duplicate *Zeus* has undergone rapid gain of H3K27me3. (*Left*) A Genome Browser snapshot indicating H3K27me3 signal at the *Zeus* (*Rcd-1r*) locus in *D. melanogaster*. The first window indicates the normalized, input-subtracted H3K27me3 signal pooled from two separate biological replicates in *D. melanogaster*. (*Below*) Boxes indicate protein-coding genes: CG9568 (green), CG13102 (blue), and *Zeus* (red). The next window is as above, but in an outgroup species (*D. yakuba*), which does not possess the *Zeus* retroposition. Browser snapshots are aligned such that orthologous genes match position. Note that the H3K27me3 level around *Zeus* is substantially higher in *D. melanogaster* relative to the equivalent region in *D. yakuba*. (*Right*) As above, but focusing instead on the parental gene *CAF40* (*Rcd-1*; red), flanked on the *left* by *e(y)3* (gray), and on the *right* by CG12237 (blue). Note that *CAF40* possesses little to no H3K27me3 signal, in strong contrast to *Zeus*. The sequence identity between *Zeus* and *CAF40* is 71% (Quezada-Díaz et al. 2010).

### Duplicated genes relocate to regions of low H3K27me3 signal

Novel genes, once duplicated, must rapidly acquire unique functionality or otherwise suffer pseudogenization (Force et al. 1999). However, to acquire functionality a gene must first be expressed and exposed to selection. We predicted that newly duplicated genes in repressive chromatin environments (bearing high H3K27me3 signal) would be less expressed and thus more likely to become pseudogenes.

We examined the relative H3K27me3 profiles in *D. simulans* for the locations into which both *D. melanogaster*-specific novel genes and pseudogenes had duplicated. Using synteny, we located the regions in *D. simulans* that novel genes moved into to infer the ancestral H3K27me3 levels before the duplication occurred (see Supplemental Methods). Importantly, this analysis relies on the assumption that the extant *D. simulans* H3K27me3 signal is, on average, similar to the H3K27me3 signal in the ancestor of *D. melanogaster* in which the gene duplication event occurred. We found that locations into which pseudogenes had duplicated were characterized by threefold more H3K27me3 signal than the locations into which novel, protein-coding genes had duplicated (Permutation test, *P* = 0.0015) (Fig. 5). This finding is consistent with our hypothesis, and suggests that chromatin-mediated silencing of novel gene expression can prevent the acquisition of function in newly duplicated genes, adding a new dimension to the duplication–degeneration–complementation model (Force et al. 1999). Furthermore, this result provides a mechanistic explanation for the observed bias toward loss of H3K27me3 in recent duplicated genes: Only those duplicates which move into regions of low H3K27me3 signal are likely to remain functional.

**Figure 5.**
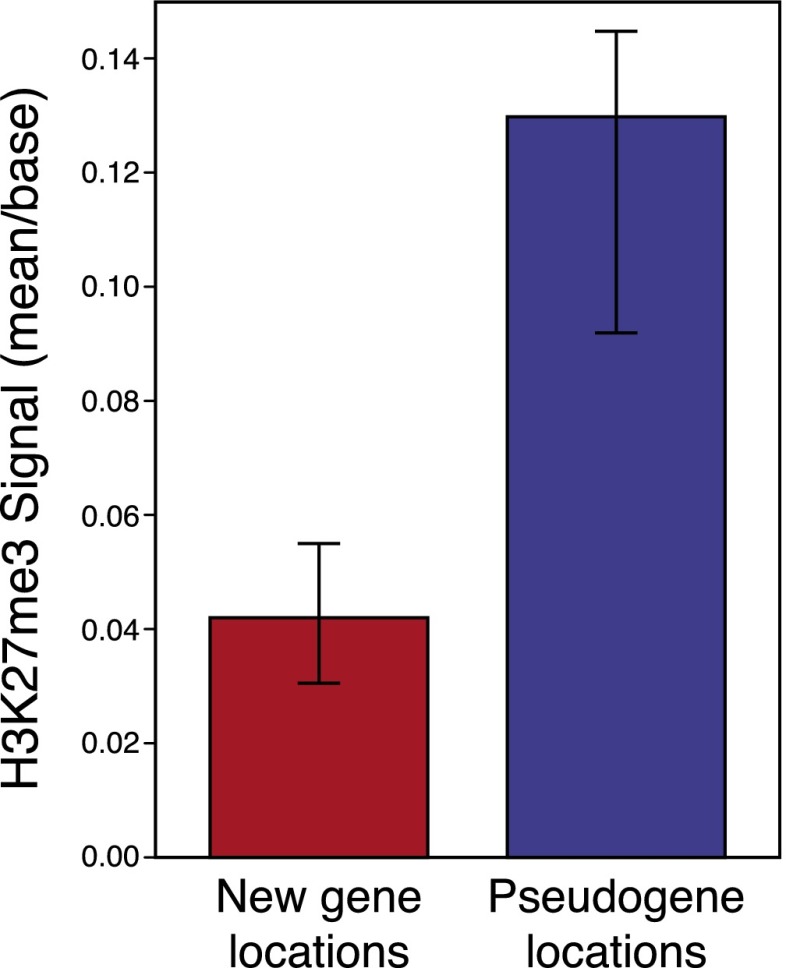
Locations into which duplicates move affects eventual pseudogenization fate. Regions in the *D. simulans* genome into which new genes and pseudogenes had moved in *D. melanogaster* show differences in mean H3K27me3 signal. On the *left*, functional new genes’ duplication locations show significantly less H3K27me3 signal than pseudogenes’ equivalent locations. Bars represent bootstrapped 95% confidence intervals. Note that for the purposes of this analysis, we assume that extant *D. simulans* H3K27me3 signal is representative of the H3K27me3 signal occurring in the ancestor of *D. melanogaster* in which new gene duplications occurred (see Methods).

### Patterns of H3K27me3 evolution depend on duplication mechanism

Gene duplication events are known to occur via diverse mechanisms (Hastings et al. 2009), which lead to different consequences for the resulting duplicated gene’s location. Because H3K27me3 is spatially localized (Kharchenko 2011; Nègre et al. 2011), we might expect that localized gene duplication events (e.g., tandem duplication) would lead to the newly duplicated gene falling within or close to the parent gene’s H3K27me3 domain. Alternatively, a mechanism such as retroposition, which is able to deposit novel genes as far from their parent as different chromosomes (Kaessmann et al. 2009), might be able to completely change a novel gene’s epigenetic regulation by delivering the novel gene to a location with an entirely different chromatin profile.

We examined whether the distribution of H3K27me3 changes varies by the location of the duplicated gene relative to its parent. We found that interchromosomal translocations show greater H3K27me3 divergence than intrachromosomal translocations (Fig. 6A) (Sim, *P* < 10^−5^; Yak, *P* < 10^−5^). As expected, interchromosomal translocations also show greater divergence in gene expression (Sim, *P* = 0.017; Yak, *P* < 10^−5^). These results show that interchromosomal duplications drive greater change in H3K27me3 signal and concomitant divergence in gene expression.

**Figure 6.**
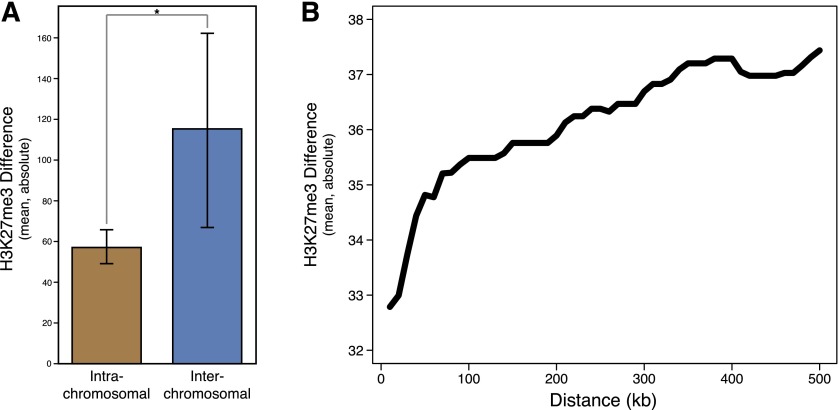
H3K27me3 changes in paralogs differ depending on duplicate location. (*A*) Within *Drosophila simulans*, interchromosomal translocations have significantly greater H3K27me3 changes (in terms of absolute value; permutation test, *P* < 10^−5^). To accurately identify chromosomal translocations, we limited comparison to the major chromosome arms (2R, 2L, 3R, 3L, and X), and considered any gene that moved between chromosome arms an interchromosomal translocation. (*B*) On the same chromosome, duplicated gene orthologs’ H3K27me3 changes increase with distance from the parent gene. On the *y*-axis, the cumulative mean change in H3K27me3 signal as a function of distance (on the *x*-axis). There is a significant correlation between distance and magnitude of H3K27me3 change (SCC = 0.103, *P* = 0.002).

The hypothesis that localization affects H3K27me3 divergence also predicts that intrachromosomal duplicates are more likely to undergo more extensive H3K27me3 evolution the further they are from the parent gene. Indeed, we see evidence within the intrachromosomal population that the distance between the old gene and the new gene is related to the subsequent H3K27me3 divergence (Fig. 6B). There is a significant correlation between distance from the parental gene and the magnitude of H3K27me3 divergence (Yak: SCC = 0.094; Permutation test, *P* = 0.001), but it is worth noting that this effect saturates after ∼100 kb, suggesting that moving beyond that threshold does little to further change H3K27me3 regulation. This saturation effect coincides with a loss of H3K27me3 autocorrelation in approximately the same range (data not shown).

## Discussion

Previous studies have discovered relatively slow evolution of histone modifications (Cain et al. 2011). Our results reinforce the slow evolution of a histone modification, but we find very different evolutionary regimes between single-copy orthologs and orthologs that have undergone duplication events. While single-copy orthologs exhibit relatively little divergence in terms of genic H3K27me3, duplicated genes evolve comparatively rapidly.

These differences are exaggerated in the most distant comparison we make, between *Drosophila melanogaster* and *Caenorhabditis elegans*. Orthologous genes in these species show substantial similarity in H3K27me3 signal, even though the two species are deeply diverged. Meanwhile, orthologous gene sets in which duplication events have occurred are significantly less conserved.

Among duplicated genes, we find interesting dynamics of H3K27me3 change. Gene duplicates show highly correlated gain or loss of H3K27me3 signal, indicating that both parent and duplicate undergo similar changes to their epigenetic status following duplication. Duplicated genes are biased with respect to the H3K27me3 change they are subject to: Both duplicates are more likely to lose methylation than single-copy orthologous genes. By examining the regions into which functional new genes localize relative to pseudogenes, we show that new genes tend to move to regions of low H3K27me3 signal. This result comports with the duplication–degeneration–complementation theory (Force et al. 1999), and suggests the importance of chromatin state as a determinant of novel gene fate. We speculate that the removal of H3K27me3 could allow paralogs to acquire new tissue specificity via *trans*-regulatory factors instead of histone modifications (Huerta-Cepas et al. 2011).

We find evidence that gene duplications on different chromosomes and at greater distances are more likely to acquire H3K27me3 signal and gene expression changes. The novel gene *Zeus* exemplifies this pattern, and has gained a substantial level of H3K27me3 relative to its parent gene *CAF40*. These results strongly imply that gene duplication mechanisms that can move the resulting duplicate further from the original gene are associated with more H3K27me3 evolution in the duplicate, which could have important consequences for understanding the eventual fate of gene duplicates. We do not know to what extent these differences would manifest for other histone marks, which tend to be relatively more compact than H3K27me3 domains (Kharchenko et al. 2011; Nègre et al. 2011).

Significant evolution of H3K27me3 signal was associated with evolution of gene expression and sequence evolution (as measured by *d*_N_/*d*_S_). In a separate comparison, independent of genes, a bin-based approach also found that evolution of H3K27me3 was also associated with an elevated rate of sequence substitution between species (see Supplemental Material; Supplemental Fig. S11). It appears that evolution of this mark is associated with evolution in the underlying sequence, although the causal basis of that association is ambiguous in the present study (Xiao et al. 2012). Whether H3K27me3 evolution allows the sequence to evolve, or whether H3K27me3 divergence is the result of new Polycomb regulation due to the creation or destruction of PcG binding sites is unknown.

To this end, future work is necessary to clarify exactly how the evolution of H3K27me3 is mediated genetically. Although many of the key enzymes responsible for deposition and maintenance of H3K27me3 are known, it is likely that we do not have a complete catalog of all the elements of all PREs (Delest et al. 2012), nor do we know the exact spatial or orientation requirements of the involved binding sites (if indeed there are any). However, the extreme conservation of H3K27me3 across distantly related species leads to the question of how a *cis*-regulatory element composed of relatively degenerate sequence motifs could persist functionally over such a long period of time (Ruvinsky and Ruvkun 2003; Fisher et al. 2006).

It is worth noting caveats that apply to the above analysis. Our results are gathered at only one strictly defined time period, which was chosen for its ease of use and developmental significance. 

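Of the 5 stage gene lists in the D. melanogaster white prepupa library, the L71 late genes stood above nearly all random lists by their median, and the list of genes tied to the steroid hormone ecdysone stayed short of the percentile at which lists were called. Of 31 measured genes of ecdysone synthesis and response, 26 were at FPKM 1 or more, with a median of 15.7. The list holds 35 genes, of which br, Kr-h1, phm and nvd were not matched to a measured gene. Eip71CD stood highest at 329.9, followed by ImpE2 at 244.6, and spo, an enzyme of ecdysone synthesis, at 0.482 and the cuticle gene Edg84A at 0.177 stood lowest. The nuclear receptors of the list, singled out after their values were seen, were Hr46 at 50.8, Eip78C at 24.1, Hr39 at 22.2, Eip75B at 15.7, Hr78 at 12.9, usp at 8.76, Hr4 at 5.67, EcR at 4.61 and ftz-f1 at 0.560.
All 10 genes of the L71 list, from a cluster of small secreted proteins at 71E, were at FPKM 1 or more with a median of 2013, from 5787 for Eig71Ea and 4235 for Eig71Eb to 3.66 for Eig71Ej and 2.502 for Eig71Ek. Of 10 salivary gland genes, which include the glue proteins that fix the puparium, 6 were at FPKM 1 or more. Sgs8 was at 546.4 and Sgs7 at 434.4, while ng1 was at 0.228 and Sgs1 at 0.0744, the last from 6 implied reads. Eig71Ee, at 22.7, belongs to the 71E cluster and was listed here with the salivary gland genes. Of 11 larval cuticle genes 9 were at FPKM 1 or more, from 136.4 for Lcp1 to 0.188 for Lcp65Ad. Of the 5 genes of the pupal cuticle list 3 were, with Pcp at 68.9 and Edg84A at 0.177; its remaining low member, Acp65Aa at 0, is a gene of the adult cuticle.
Among 10000 random lists of the same size, the median of the L71 genes lay at percentile 100, that of the ecdysone genes at 96.2, of the salivary gland genes at 45.6, of the larval cuticle genes at 18.7 and of the pupal cuticle list at 16.2, or 15.35 without Acp65Aa. By the share of members at FPKM 1 or more the L71 genes lay at percentile 97.4, below the percentile at which lists were called. All 10 were at FPKM 1 or more, so a list of this size cannot lie higher by the share. This alternative therefore says nothing against the call by the median. Without the 4 salivary gland genes whose loci overlap another gene, the percentile of the salivary gland list was 98.4. Those genes were ng1, ng2, ng3 and Sgs4, all below the list's median of 6.60. The lists without Acp65Aa and without overlapping loci are alternatives chosen after seeing the data.

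**Figure D2:**
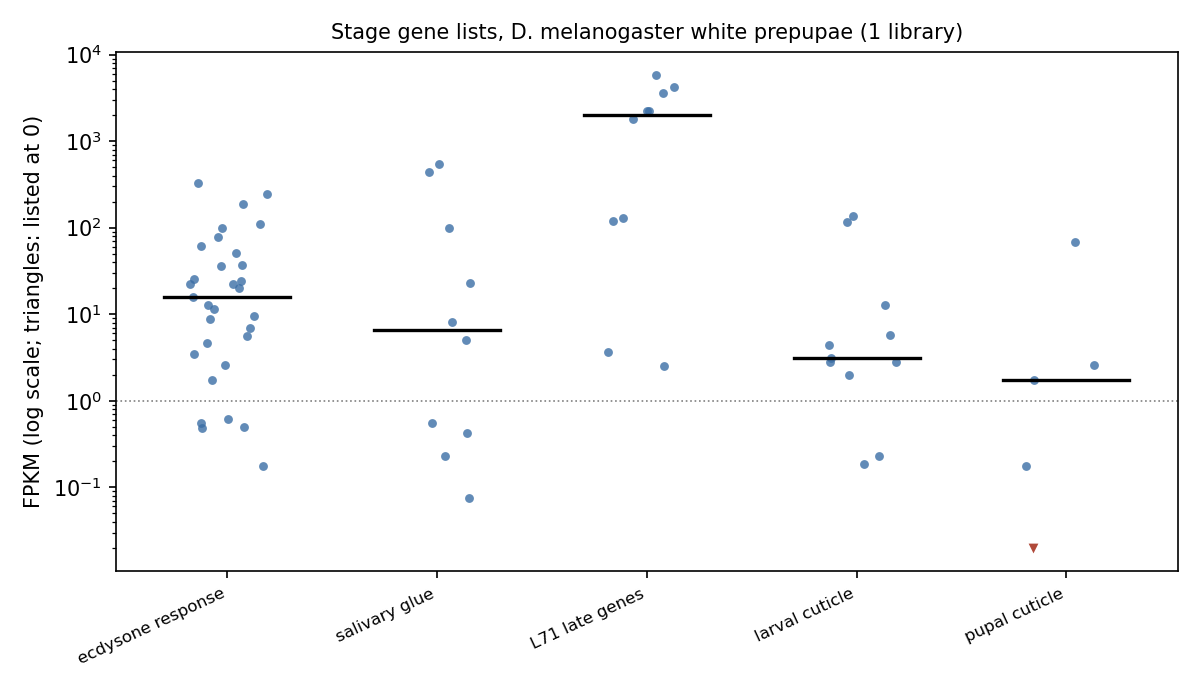
FPKM on a log scale of each measured member of 5 stage gene lists in the D. melanogaster white prepupa library; points are genes, triangles genes listed at 0, black bars list medians and the dotted line FPKM 1. The L71 genes have the highest median, 2013, and the pupal cuticle list, which includes the adult cuticle gene Acp65Aa, the lowest.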

Genes for which we observe no change in H3K27me3 signal may instead be highly diverged at other developmental times. Furthermore, it is possible that the dynamics of histone modification evolution differ depending on the stage of development (Kalinka et al. 2010). Additionally, we believe the observed differences in H3K27me3 reflect a lower bound estimate of the possible differences between species. Because of the heterogeneous nature of the sample material, it may be difficult to detect small-scale, tissue-specific differences in the epigenetic markings over loci. It may well be that orthologous genes undergo many changes of this nature between the species examined.

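Members of the gene lists of several differentiated tissues were at FPKM 1 or more in the whole-animal D. melanogaster library, as were 74.5% of all genes listed. Larval serum protein and fat body genes stood highest, with a median FPKM of 4493 over 6 genes, from 14160 for Fbp2 to 245.9 for Lsp1alpha. All 14 measured muscle genes were at FPKM 1 or more with a median of 19.0, from 296.2 for Tm1 (tropomyosin) and 288.5 for TpnC73F (troponin C) to 2.84 for sls (titin). Of 26 midgut serine proteases 22 were at FPKM 1 or more, with Jon65Aiv at 2508 and gammaTry at 0. Of 11 neuronal genes 8 were, with the synaptic vesicle protein gene Syt1 at 24.0 and Cha, choline acetyltransferase, at 0.389. Of 8 hemocyte genes 6 were, with He at 42.6 and Hml at 0.341.
Of 19 testis genes 18 were at FPKM 1 or more, led by Mst84Dc at 743.6 and Mst87F at 721.4, with topi lowest at 0.914. Of 12 genes of the adult female reproductive tract and yolk, 1 was at FPKM 1 or more, the yolk protein gene Yp3 at 2.22, and 8 were at 0, each a count of 0 that allows up to 3 reads. Set against random lists of the same size, the list medians lay at percentile 100 for fat body, 99.9 for testis, 93.1 for muscle, 67.6 for midgut proteases, 32.6 for neurons, 22.3 for hemocytes and 0 for the adult female genes. By the share of members at FPKM 1 or more, fat body lay at percentile 91.2, muscle at 99.2, testis at 98.5 and midgut proteases at 88.0. By this share neurons lay at 42.4, hemocytes at 49.1 and the adult female genes at 0. The neuron and hemocyte lists therefore did not stand above random lists by either measure. All 6 fat body genes were at FPKM 1 or more, so a list of this size cannot lie higher by the share. From the mixed tissues of the sample the paper proposes that small, tissue-specific differences in the mark may escape detection, which it gives as a caveat of its comparisons between species.

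**Figure D3:**
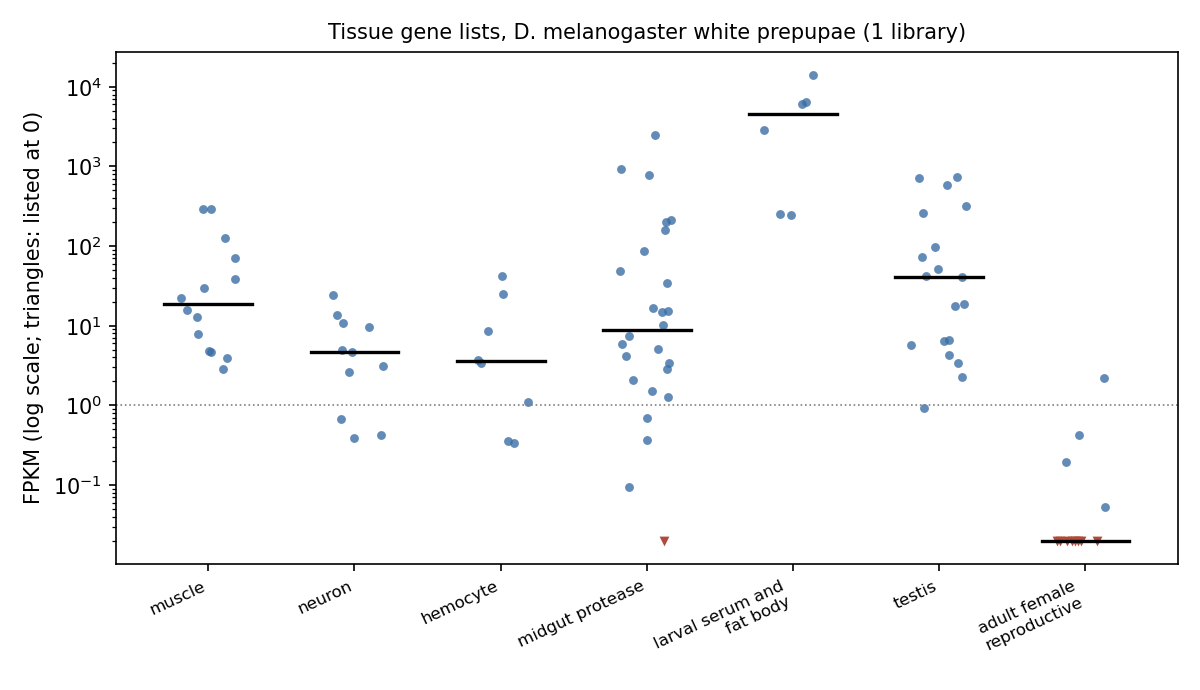
FPKM on a log scale of each measured member of 7 tissue gene lists in the D. melanogaster white prepupa library; points are genes, triangles genes listed at 0, black bars list medians and the dotted line FPKM 1. The fat body list has the highest median, 4493, and the adult female list the lowest, 0.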

In summary, we have shown that H3K27me3 signal diverges more rapidly in duplicated genes. When diverged, duplicated genes most often show correlated loss of H3K27me3 relative to the single ortholog in the other genome, but the extent to which this mark changes depends on how far the duplicates are moved from the parent gene.

These results are indicative of an interesting dichotomy in the regulation of epigenetic states. Whereas single gene orthologs remain locked into their epigenetic status, duplicates are able to undergo rewiring of H3K27me3 signal and resulting gene expression. Our results indicate an interplay between gene duplication and the evolution of chromatin state as a mechanism for generating evolutionary novelty.

## Methods

### ChIP-seq

Strains were maintained at room temperature until collection at the white prepupa stage. ChIP-seq was carried out in duplicate using the standard modENCODE protocols. We mapped 36-bp reads to the appropriate reference genome using Bowtie (v.0.12.7) (Langmead et al. 2009). *Caenorhabditis elegans* H3K27me3 ChIP-seq data were generated as described in AP Boyle, CL Araya, C Brdlik, P Cayting, C Cheng, Y Cheng, K Gardner, L Hillier, J Janette, L Jiang, et al. (in prep.). Data from Nègre et al. (2011) are available under accession numbers GSE27111 and GSE23537.

### RNA-seq

Single-end reads were trimmed and mapped using TopHat, and FPKM values were called with Cufflinks (Trapnell et al. 2012). 

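RNA from whole white prepupae, the animals at the start of pupariation, was measured in D. melanogaster, D. simulans, D. yakuba and D. pseudoobscura. 1 library per species was analysed here, so there are no replicates, no test between species was made and no p-value is given across genes. FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) is the unit in which the authors deposited 1 value per gene, with Cufflinks' lower and upper bounds. The tables list 15492 genes for D. melanogaster, 14432 for D. simulans, 15342 for D. yakuba and 15145 for D. pseudoobscura. At FPKM 1 or more stood 11549 of the D. melanogaster genes (74.5%), 10938 of the D. simulans genes (75.8%), 11024 of the D. yakuba genes (71.9%) and 11894 of the D. pseudoobscura genes (78.5%). The 10 genes with the highest FPKM in D. melanogaster were RpL41 at 25727, CG34244 at 22230, Drsl2 at 18433, Fbp2 at 14160, Drsl5 at 13998, Obp99b at 12912, RpL39 at 12419, CG7924 at 12223, Hsp23 at 10012 and CG6770 at 8891. RpL41 and RpL39 encode proteins of the large ribosomal subunit, Obp99b an odorant-binding protein and Hsp23 a small heat shock protein. Together these 10 genes held 5.60% of the reads of that library, against 4.12% for the top 10 genes in D. simulans, 4.33% in D. yakuba and 8.10% in D. pseudoobscura, whose identifiers the files do not pair with names. The largest share of a single gene among these was 1.16% in D. melanogaster (CG7924), 2.35% in D. simulans, 1.11% in D. yakuba and 6.77% in D. pseudoobscura (FBgn0074469), so 1 gene carries most of the share of D. pseudoobscura. These genes were ranked by FPKM and not by reads. In D. melanogaster Lsp2 with 162437 implied reads and Fbp1 with 162033 are outside the 10 but exceed CG7924 with 139711.
The depth was worked out from the bounds, which were taken to lie at the FPKM plus and minus 2 times the FPKM divided by the square root of the gene's reads. Solved for reads, the bounds gave whole numbers within 0.05 reads for 69.3% of D. melanogaster genes, 99.8% of D. simulans genes, 99.8% of D. yakuba genes and 97.6% of D. pseudoobscura genes with fewer than 300 such reads. The implied totals were 12038283 reads in D. melanogaster, 9788964 in D. simulans, 5811850 in D. yakuba and 13159266 in D. pseudoobscura. Among genes at FPKM 1 or more the bounds lay a median of 12.4% of the FPKM away in D. melanogaster, 13.3% in D. simulans, 17.3% in D. yakuba and 11.3% in D. pseudoobscura. These bounds do not cover variation between libraries. In D. melanogaster, where only 69.3% of genes gave whole numbers, they need not be counting error alone. The titles and the organism fields of the D. melanogaster and D. yakuba samples name each other's species. The titles were used, since 14872 of the 15492 identifiers under the D. melanogaster title, and 0 of the 15342 under the D. yakuba title, are in the D. melanogaster gene table.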

*Caenorhabditis elegans* RNA-seq data were processed as described in Li et al. (2014).

### Quantitative analysis

We used BEDTools (Quinlan and Hall 2010) to count the number of reads occurring in either (1) the exons of each gene as determined by the reference annotation, or (2) regular sliding windows 1 kb in width (Quinlan and Hall 2010). Genic H3K27me3 was normalized by the number of exons (see Supplemental Methods). We compared orthologous genes using the list of modENCODE orthologs, and we compared orthologous windows by using liftOver to map windows between species.

### Pseudogene location analysis

In order to examine the H3K27me3 signal occurring in the locations of recently duplicated genes/pseudogenes, we extracted the two flanking regions (both 500 bp) around each recently duplicated gene or pseudogene, which were then lifted into the *D. simulans* genome using liftOver. To limit our analysis to very recent, confident duplication events, we only analyzed the comparison of *D. melanogaster*–*D. simulans*, and considered only cases in which both flanking regions mapped, with a distance of <5 kb between them. We examined H3K27me3 levels in the region between flanks as representative of the ancestral state (see Supplemental Methods).

### Statistical analysis

To call individual intervals as significantly diverged in different species, we used DESeq (Anders and Huber 2010) on the control-subtracted read counts within bins. To estimate a false discovery rate (FDR), we used the *Q*-value package in R (Storey and Tibshirani 2003). To estimate the significance of differences between two populations’ sample means, we used permutation tests as described in Sokal and Rohlf (1994) (p. 808; called therein “sampled randomization” tests). All statistical analysis was performed in R.

## Data access

*Drosophila* RNA-seq data and ChIP-seq data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE49945. *Caenorhabditis* ChIP-seq data have been submitted to GEO under accession numbers GSE49724 and GSE49738.

How the deposited data were processed for this re-analysis (not part of the article)

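The processed RNA-seq tables of white prepupae of 4 species were used, with 1 library per species. The H3K27me3 ChIP-seq of the study was not analysed here, nor was a match of genes between species, so correlations of expression between species, expression differences of orthologs and their relation to H3K27me3 were not computed. The authors trimmed single-end reads, mapped them with TopHat and computed FPKM per gene with Cufflinks, and the submitters' processing notes also name Bowtie, SAMtools and the build dm3 for all 4 samples. Versions of the tools used for the RNA-seq, the strand of the reads and the builds of the other 3 genomes are not given in the sources used here. The values deposited by the authors are FPKM with Cufflinks' lower and upper bounds and a status. The status was OK for 15403 of 15494 rows in D. melanogaster, 14431 of 14432 in D. simulans, 15342 of 15342 in D. yakuba and 15142 of 15146 in D. pseudoobscura.

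From these tables the rows of a gene were summed and the reads behind each value were solved from the bounds for rows with status OK. On libraries simulated from the same formula the arithmetic returned whole reads for 100% of genes with fewer than 300 reads, which tests the rounding of the printed values and not whether the formula holds for the deposited tables. There the share was 69.3% in D. melanogaster, so the implied reads of that library are less certain than those of the other libraries. The random list percentile, the chromosome ratio and the neighbor correlation were tested on simulated data. No count test was run, since the values are FPKM. Names came from a D. melanogaster gene table that held 14872 of the 15492 identifiers, and 620 were not matched. D. melanogaster coordinates are those of the tables. On most chromosomes they differ from those of the newer dm6 annotation used for exons, strand and gene type. On chromosome X the gene starts of both differ by a median of 105967 bp. On 2L, the arm of Zeus, 1960 of 2860 genes have the same start in both.

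Before the data were examined, 18 gene lists and a set of duplicate pairs were fixed from general knowledge: genes the paper names, the Polycomb and trithorax groups, developmental regulators known as Polycomb targets, ecdysone response, salivary glue, L71 late genes, larval and pupal cuticle, fat body and larval serum, muscle, neuron, hemocyte, midgut protease, testis, adult female reproductive genes, dosage compensation and reference genes. The rule for named genes was every gene the paper names, the members of a described list with the highest and lowest as examples, and the 10 genes with the highest FPKM per library. The 5 genes with the largest difference in each species comparison also belonged to the rule and were not computed. For each list the median FPKM was placed among 10000 random lists of the same size from the same library, as a description of that library. Lists were called at percentile 97.5 or above and 2.5 or below. Duplicate pairs were compared as the absolute log2 of (FPKM + 1) of one copy over (FPKM + 1) of the other, with the FPKM minimum for a detected gene at 1. Intervals for medians came from 1000 bootstrap draws over genes or pairs, and neighbor correlations were set against 100 shuffles of gene positions within chromosomes, with 1000 shuffles added after seeing the data. The alternatives were an FPKM minimum of 0.1 or 5, rows with status OK, a pseudocount of 0.1, pairs with a copy at FPKM 1 or more, the share of list members at FPKM 1 or more and, chosen after seeing the data, lists without overlapping loci, the pupal cuticle list without the adult cuticle gene Acp65Aa, members with status OK, random lists of protein-coding genes, and the settings of the chromosome and neighbor comparisons. An alternative that removed nothing from a result was not counted as a test of it, with 1 exception. The L71 and fat body lists lost no member without overlapping loci, and these comparisons were counted. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.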

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

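The lists were fixed before the data were examined, and each is named here because the paper does not discuss its genes, its median lies above the upper percentile at which lists were called and the reads behind its median member exceed the 3 that a count of 0 allows. The reference genes, with a median of 369.1 at percentile 100, meet this too and were left out because they were fixed as a control list. The median FPKM of the L71 late genes in D. melanogaster was 2013.5 (median of 6763 implied reads per gene). That of the larval serum and fat body genes was 4493 (median of 109255 implied reads). That of the testis genes was 40.5 (median of 440.0 implied reads), at percentile 99.8 among random lists of protein-coding genes and at 99.7 without the 5 members whose loci overlap another gene. By the share of members at FPKM 1 or more the testis list lay at percentile 98.5. The L71 list lay at 97.4 and the fat body list at 91.2, below the call. All members of both were at FPKM 1 or more, so lists of their size cannot lie higher. The testis list holds regulators of spermatocyte gene expression such as aly at 3.44 and comr at 2.25. It also holds sperm protein genes such as Mst84Db at 588.7 and dj at 96.6. These values do not tell which stages of the germline were present. The sexes of the animals in the pool are not given in the sources used here.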

How the results depend on the processing

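Of the 68 comparisons of a planned result with an alternative that were not set aside as void, 62 kept the side of the threshold or stayed within 1.5 times the count or within the interval. The detected genes of each of the 4 libraries at other FPKM minimums and both medians of duplicate pairs with a pseudocount of 0.1 were among these. A further 22 comparisons are void, because the alternative removed nothing: status OK for the members of all 18 lists and for the detected genes of D. simulans and D. yakuba, the largest row for Zeus and CAF40, and pairs with a copy at FPKM 1 or more on different arms. The ratio of CAF40 to Zeus was therefore not tested by an alternative. Without overlapping loci the L71 and fat body lists also lost no member, and only their random lists changed. These comparisons were still counted among the 68 and the 62 and are no test of the members. By the share of members at FPKM 1 or more instead of the median, the Polycomb group moved to percentile 97.9 and the trithorax group to 98.4, both from below the middle, muscle passed the threshold at 99.2, and the L71 genes at 97.4 and the fat body genes at 91.2 no longer did. A share of 100% is shared by many random lists of few genes, which limits how high the percentile of a short list can go. The L71 and fat body lists had all members at FPKM 1 or more, so for their size they could not lie higher. For these lists the share could not keep the call, and its loss says nothing against it. Without members whose loci overlap another gene, chosen after seeing the data, the salivary glue list moved to percentile 98.4. The members removed were ng1 at 0.228, ng2 at 0.419, ng3 at 0.555 and Sgs4 at 4.99, all below the list's median of 6.60. The move goes with the loss of these low members, and an effect of overlap on reads was not tested. Without Acp65Aa, also chosen after seeing the data, the pupal cuticle list was at percentile 15.35. The ratio of chromosome 4 to the other autosome arms over all genes listed, chosen after seeing the data, was 5.31 in D. melanogaster, 4.63 in D. simulans and 16.6 in D. yakuba, and against length-matched genes it was 14.2 in D. yakuba. The 70% identity alternative and all alternatives of the species comparisons were not run, and the upper-quartile scaling of Zeus and CAF40 was not run because both come from 1 library. No paired analysis was possible because there is 1 library per species. At 5811850 implied reads the D. yakuba library has the widest bounds.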

Other observations

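Developmental regulators known as Polycomb targets were expressed at low levels in D. melanogaster white prepupae. Of 57 measured members, 33 were at FPKM 1 or more and 2 (eve and tin) were at 0, with a median of 1.74 at percentile 0.070 among random lists of the same size. The highest were drm at 62.9 and toy at 19.1. The Hox genes of this list ran from abd-A at 15.5 and Abd-B at 5.73 down to pb at 0.233, singled out after their values were seen. H3K27me3 at these genes was not analysed here. Of 18 measured Polycomb group genes 17 were at FPKM 1 or more, with a median of 4.12 at percentile 21.7 (97.9 by the share of members at FPKM 1 or more), from pho at 99.3 and Caf1 at 70.01 to Psc at 1.14 and ph-d at 0.939. E(z), the methyltransferase that deposits H3K27me3, was at 13.9. All 12 measured trithorax group genes were at FPKM 1 or more, with a median of 6.22 at percentile 42.6 (98.4 by that share). Among them Utx, the H3K27 demethylase, was highest at 61.4 and trr lowest at 1.497. The 8 dosage compensation genes had a median of 6.04 at percentile 41.0, with the noncoding RNA roX1 at 138.3 and mof at 2.15. The 11 measured reference genes had a median of 369.1 at percentile 100, from RpL32 at 3201 to RpII215 at 6.06, and the 6 genes the paper names had a median of 31.4 at percentile 92.6.

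Relocated copies were expressed below their parents in most of the fixed pairs. On different chromosome arms the copy was lower in 20 of 21 pairs, with a median absolute log2 ratio of 3.33 (95% bootstrap interval over pairs 2.51 to 4.79), and on the same arm in 6 of 6 pairs, with a median of 4.22 (2.88 to 4.92). RpS5b stood at 9.34 and its parent RpS5a at 2473, and the exception, tomboy40, at 27.7 against 21.8 for Tom40. The 20 measured pairs of neighboring copies on the same arm had a median of 0.80 (0.34 to 1.58), from 4.36 for Lcp1 and Lcp2 to 0.03 for zen and zen2. That median depends on the pseudocount, since 4 of these pairs, zen and zen2 among them, have both copies below FPKM 1: with a pseudocount of 0.1 it was 1.44. Over all pairs the median was 3.33 for different arms and 1.34 (0.50 to 2.21) for the same arm. These are pairs within 1 genome, chosen from general knowledge, and not the paper's comparison of a duplicate with its ortholog. The parents are mostly proteasome and ribosome genes and the neighboring copies mostly regulators, so location and kind of gene go together over all pairs. Among relocated copies alone the median was not lower on the same arm, at 4.22 in 6 pairs against 3.33 in 21, with overlapping intervals. The lower median of the same arm over all pairs therefore goes with its 20 pairs of neighboring copies. Prosbeta2, Prosbeta4 and Prosbeta5 are each the parent in more than 1 pair, so the pairs are not independent and the intervals may be too narrow. The pairs were picked with knowledge of the genes, and the tissues of the whole animals were not separated. The lower level of the copies therefore describes these pairs and is not a test.

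Genes on the X chromosome had a lower median FPKM, among genes at FPKM 1 or more, than genes of arms 2L, 2R, 3L and 3R together. The ratio was 0.622 in D. melanogaster (95% bootstrap interval over genes 0.553 to 0.690), 0.659 in D. simulans (0.596 to 0.716) and 0.604 in D. yakuba (0.554 to 0.683). In D. pseudoobscura the X arms XL and XR had medians of 12.5 (95% bootstrap interval 11.9 to 13.4) and 14.1 (13.4 to 15.08). Chromosomes 2, 3 and 4 had medians of 15.9 (14.99 to 16.79), 17.8 (16.6 to 19.5) and 15.9 (14.90 to 16.98). The interval of XR overlaps those of chromosomes 2 and 4, so XR is not clearly lower than these. That of XL lies below all 3. Chromosome 4 of D. pseudoobscura lists 2961 genes, unlike the small chromosome 4 of the other species. Locus length and overlapping loci were not tested for the X chromosome.

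Genes on the small chromosome 4 of D. melanogaster, D. simulans and D. yakuba had a higher median FPKM, among genes at FPKM 1 or more, than genes of arms 2L, 2R, 3L and 3R. The ratio was 3.66 in D. melanogaster (2.05 to 5.04, 88 genes), 3.00 in D. simulans (2.02 to 5.69, 61 genes) and 7.91 in D. yakuba (4.21 to 12.3, 80 genes). The size of the ratio depends on the genes compared: over all genes listed it was 5.31, 4.63 and 16.6 in the same order, and against genes matched on locus length 4.91, 3.95 and 14.2. The test of the 90th percentiles was chosen after the result was seen. The tables argue against locus length and overlapping loci as the whole cause: the lowest of the 3 ratios was 3.95 against genes matched on locus length (1.95 to 8.70) and 3.20 without overlapping loci (1.70 to 6.71), both in D. simulans. A scarcity of weakly expressed genes on chromosome 4 stays open. The ratio of the 90th percentiles was 1.93 in D. melanogaster (1.199 to 3.48), 1.63 in D. simulans (1.12 to 4.55) and 2.69 in D. yakuba (1.67 to 3.42). All 3 are above the 1.5 set for ruling this out, but the intervals of D. melanogaster and D. simulans reach below it, a condition that the written test did not state, and D. yakuba is 1 library. Base composition was not tested, no genome sequence being used here, and no biological explanation was tested.

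The FPKM ranks of nearby genes were correlated, and less so with distance. For genes less than 10 kb apart the rank correlation was 0.414 in D. melanogaster, 0.247 in D. simulans, 0.269 in D. yakuba and 0.288 in D. pseudoobscura. Over the protein-coding genes of D. melanogaster other than histone genes it was 0.214, and the other libraries were not filtered this way. For genes 25 to 50 kb apart the rank correlation across gene pairs, which are not independent, was 0.197 in D. melanogaster, 0.0480 in D. simulans, 0.0532 in D. yakuba and 0.0618 in D. pseudoobscura, and the highest of 100 shuffles of positions was 0.0160, 0.0157, 0.0169 and 0.0160 in the same order. The tests of overlap and length were first set at 50 to 100 kb in all 4 libraries. They were uninformative in D. yakuba, whose correlation of 0.0117 was within its shuffles to begin with, and was 0.0105 without overlapping loci and 0.0130 after the relation with locus length was removed. In D. melanogaster, D. simulans and D. pseudoobscura the values at this distance were 0.135, 0.0343 and 0.0197 without overlapping loci. Each was above the highest of 1000 shuffles (0.0258, 0.0152 and 0.0162), so overlap is not the whole cause over all loci there. Over the protein-coding genes of D. melanogaster other than histone genes the value was 0.0352. Overlap and length were not tested over those genes alone, at this or another distance. Removing the relation with locus length took D. melanogaster from 0.0926 to 0.0712 and D. simulans from 0.0294 to 0.0324, both above the highest of 1000 shuffles (0.0185 and 0.0135), so length is not the whole cause over all loci of these libraries. It took D. pseudoobscura from 0.0175 to 0.0159 while its highest of 1000 shuffles went from 0.0152 to 0.0175. The call ended there mainly because the highest shuffle rose, with 3 of 1000 shuffles at or above the value, and the small change gives no support to length as the cause; with 1 library it is not excluded either. The 1000 shuffles, the reading of these libraries apart from D. yakuba and the tests at 25 to 50 kb were chosen after the first results were seen. At 25 to 50 kb neither overlapping loci nor locus length accounts for the whole of it: the lowest of the 4 correlations was 0.0466 without overlapping loci and 0.0505 after the relation with locus length was removed, both above the shuffles. Copies in tandem that share reads were not tested.

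The higher value of D. melanogaster at 25 to 50 kb was set against its annotation, which lists noncoding and histone genes, and locus length. The gene types in the other annotations were not examined. The protein-coding genes of D. melanogaster are therefore set here against all loci of the other libraries, which is an unlike set. The annotation met the value set for it beforehand, while length fell between its values. The annotation and length were not tested apart, so neither is settled as the cause. Over the 13162 protein-coding genes other than histone genes its correlation was 0.0599, near the values of the other libraries over all their loci. After the relation with locus length was removed, a test chosen after the result was seen, it fell from 0.197 to 0.126, between the values set for the explanation and against it, while the other libraries went from 0.0480 to 0.0505 (D. simulans), from 0.0532 to 0.0535 (D. yakuba) and from 0.0618 to 0.0550 (D. pseudoobscura). Without overlapping loci it rose to 0.279. Over the same protein-coding genes the D. melanogaster value also fell at 10 to 25 kb, from 0.292 to 0.0772, against 0.0948 in D. simulans, 0.105 in D. yakuba and 0.132 in D. pseudoobscura, and at 50 to 100 kb, from 0.0926 to 0.0352, where the highest of 1000 shuffles was 0.0215.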
